A study of Monodelphis domestica and Mus musculus with 26 samples.

How the data were processed

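Testes were profiled in 26 samples. Droplet-based single-cell RNA sequencing (10x Genomics Chromium 3-prime kit, per the labels) was made from dissociated testes of 3 adult C57BL6/J mice and 3 adult gray short-tailed opossums (Monodelphis domestica), and bulk RNA sequencing from 20 opossum testis libraries. The bulk libraries came from animals of 1 month (2 libraries), 2 months (4), 3 months (4), 4 months (3) and adult age (7). Per the labels, 16 bulk libraries were made by polyA selection and 4 by rRNA depletion; the depleted ones were 3 of the 4 libraries of 2 months and adult replicate 2.

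The deposited single-cell matrices hold estimated counts, that is UMI counts per gene and barcode that are mostly not whole numbers; the authors' counting tool and barcode filter are not stated. Of the entries listed in a matrix, between 76.6% and 89.5% lay at least as near to the whole number above as to the one below. Between 1.66% and 6.49% were at 0. Summed counts were 5.73% (mouse replicate 1) to 19.9% (opossum replicate 3) lower than counts rounded up, with entries at 0 taken as 1. An estimated count of 0 therefore need not mean that no UMI was read. Where a gene is said below to have no UMI, its CPM from the estimated counts was 0. The genome build is stated in the labels for replicate 3 of each species only (mm39 and ASM229v1). The deposited bulk tables hold, per the file headers, the mean read coverage per gene (signal), FPKM and TPM, with the column names of a StringTie gene abundance table; the tool, the aligner and the build are not stated. TPM, as the authors computed it, was used for the comparisons, and the deposited FPKM as an alternative. For each bulk library the aligned bases were computed as the median over genes of coverage divided by FPKM; between 58.7% and 62.5% of genes lay within 0.1% of this ratio.

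Barcodes with at least 1000 UMIs and 500 genes were kept. The 8% with the highest Scrublet doublet scores in each library were removed (scanpy 1.11.5). The score's automatic threshold would have removed between 0.012% and 2.47%. Mitochondrial genes were left out of the clustering, and opossum mitochondrial counts were close to 0 in the matrices, so that no limit on them was set. Counts were scaled to 10000 per cell and log-transformed. Genes seen in at least 20 cells entered the clustering. It used 2000 variable genes per species, chosen across libraries, 30 principal components, 8 neighbours from each library, and Leiden clusters (leidenalg 0.10.2, resolution 1, seed 1). Each species was clustered without reference to the other. A cluster was named after 1 of 9 classes by the mean z-score over a list of marker genes. It needed at least 3 markers of that class at 1.5-fold or more and above 5 CPM, and it stayed unnamed where markers of other classes outnumbered its own among its 10 leading genes or where its median depth was under 33.3% of that of its libraries and none of its own markers led, or where its score was not above 0. Of the 9 lists, 29, 37, 27 and 27 genes for spermatogonia, spermatocytes, round and elongating spermatids were found in mouse and 19, 21, 13 and 12 in opossum. For Sertoli, Leydig, peritubular or stromal, endothelial and immune cells the numbers were 20, 15, 18, 17 and 20 in mouse and 7, 7, 13, 9 and 11 in opossum. Opossum clusters therefore rest on fewer markers.

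Genes of the species were matched by symbol where the symbol occurred once in each (10751 genes, out of 32532 mouse and 32251 opossum features, of which 11523 opossum features carried a name). Mouse locations are from GENCODE vM39 (GRCm39) and opossum locations from the bulk tables. Counts were summed per library and class. Sums over at least 20 cells, rounded to whole numbers, entered the edgeR tests; the X-linked shares had no minimum of cells. Species differences were tested per class with edgeR 4.0.16 (TMM factors, filterByExpr, quasi-likelihood test). Differences between species in the change from each germ-cell class to the next were tested as an interaction with the library as a block, with the preset markers left out. The SE given with edgeR is the absolute log2 difference divided by the square root of the F statistic. It is approximate at low counts. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 difference of at least 1. The species correlation is Spearman's, on log2(CPM + 1) over genes with a mean of at least 10 CPM in at least 1 species, after each library and class had been thinned to 429001 UMIs. Shares per library were compared with two-sided exact permutation tests, for which 3 libraries against 3 give no p below 0.1. X-linked shares use all X-linked genes of each species (1101 in mouse, 781 in opossum).

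Bulk values were log2(TPM + 1) of the 19300 genes with a TPM of at least 1 in at least 2 libraries. They were fitted with limma 3.58.1 (lmFit and eBayes with a trend) on all 20 libraries with age and library preparation as terms, and called by the same thresholds. Gene sets were tested with fry in the same fit, over the 9 marker lists and over the 100 genes most enriched in each opossum germ-cell class. These were ranked by fold over the other classes among genes with at least 50 CPM and an adjusted edgeR p under 0.05. Benjamini-Hochberg adjustment was made over the lists, and over the sets and successive ages together. Other software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, matplotlib 3.10.9, R 4.3.3 and DESeq2 1.42.0.

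The groups, comparisons, thresholds, marker lists, most alternatives and the rule for naming genes were fixed before the data were examined. By that rule, up to 3 genes with the largest rise and 3 with the largest fall are named per comparison, among called genes with a symbol in the files whose groups did not overlap; large paralogous families were passed over in the species comparisons. Some genes that met this rule are not reported here. The share of doublets removed and the details of the marker rule were changed after a trial clustering had been seen and before any comparison between species. Alternatives were lower and higher UMI minimums, doublets kept, each library clustered alone, a Leiden resolution of 2, RLE factors, no count filter, the DESeq2 test, no minimum change, other pseudocounts, filters and scalings of TPM, FPKM, polyA libraries only, no preparation term, camera, sets of 50 genes, the replicate number as a block, and each replicate left out in turn. Added after seeing the data were counts rounded up, a limit of 10% mitochondrial counts in mouse, opossum elongating-spermatid clusters of low depth from mostly 1 library left out, all matched genes in the correlation, and the 2 most abundant X-linked genes left out. A test of depth first used the edgeR routine thinCounts, after which 74, 0 and 218 genes were called in the 3 transitions. The variance of its counts was 8.46 times that of drawing without replacement. It was replaced, after that outcome had been seen, by such drawing (1.00 times), after which 2710, 2082 and 1586 were called. The value first read in that test was the share of calls that kept direction and size (91.9%, 95.2% and 98.5% after the replacement), which random drawing largely preserves; the number of calls was read instead. A comparison of 3 bulk libraries picked out by their values against the rest was run and is not used here.

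The tests were run on simulated data with 200 changed genes each. With changes of 2 on the log2 scale and the dispersions of these libraries, the edgeR species tests recovered 84.5%, 36%, 24% and 10.5% in spermatogonia, spermatocytes, round and elongating spermatids, over 6420, 8426, 7893 and 6155 genes. The interaction tests recovered 43%, 26.5% and 3.5% over 8386, 9124 and 8321 genes. With changes of 3, the limma fit recovered between 69% and 89% over 19300 genes. These recoveries hold for 200 changed genes and need not hold where many more are called.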

Results

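Single-cell libraries of adult testes from mouse and opossum and bulk libraries of opossum testes from 1 month of age to adulthood were compared. The single-cell matrices held 13451, 10861 and 11400 barcodes in mouse replicates 1 to 3 and 10916, 12856 and 12426 in opossum replicates 1 to 3. Their total estimated UMIs were 65263953, 55044965 and 45395185 in mouse and 25771011, 37747724 and 22710048 in opossum. After filtering, 7487, 7208 and 8714 mouse cells and 5126, 7476 and 7405 opossum cells were kept. The median depth of the kept cells was 2766, 4488 and 2969 UMIs in mouse and 2038, 2303 and 1621 in opossum. The 20 bulk libraries had between 2.90 and 7.12 aligned gigabases. Their number of reads is unknown, and no counting intervals are given for TPM.

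The first question was whether the same cell classes were found in both species and in what shares. Clustering gave 24 mouse and 26 opossum clusters, of which 1 mouse cluster of 2513 cells stayed unnamed. It held 1468, 944 and 101 cells of replicates 1 to 3, at a median depth of 0.444 of its libraries. Its leading genes were headed by the hemoglobin genes Hbb-bs, Hbb-bt, Hba-a1 and Hba-a2. Its best-scoring class was elongating spermatids, with 4 markers past the rule and none among the 10 leading genes. Whether its cells are spermatids was not tested. Elongating spermatids had 1155, 1201 and 2020 named cells in the same replicates. The mouse shares of elongating spermatids and of all germ cells below therefore depend on leaving this cluster unnamed. When the preset markers were left out and values were centred within each species, each of the 9 classes correlated most with its own counterpart. The coefficients were 0.462 for spermatogonia, 0.395 for spermatocytes, 0.420 for round and 0.438 for elongating spermatids, and the lowest was 0.198 for Sertoli cells. These are across genes, which are not independent replicates. The opossum clusters named Sertoli rested on 4 markers each, none of them among the 10 leading genes. In opossum the same lack of an own marker among the leading genes held for 17 of 26 clusters, among them the only one of spermatogonia, 4 of 5 of spermatocytes and all 3 each of round and elongating spermatids; in mouse it held for 8 of 23 named clusters, among them 5 of 6 of round spermatids. One of these mouse clusters, of 1335 cells with 1149 from replicate 3, had a median depth of 0.439 of its libraries, so the mouse share of round spermatids below partly rests on a cluster of low depth.

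The 4 germ-cell classes together made up 77.4% ± 14.2 (SD, n = 3) of mouse cells and 38.8% ± 7.80 (SD, n = 3) of opossum cells, without overlap (exact permutation p = 0.1, two-sided, the smallest possible). Of the 9 classes tested, 6 differed without overlap, each with an exact p of 0.1 and an adjusted p of 0.15. Spermatogonia were 5.35% ± 1.87 in mouse and 1.05% ± 0.407 in opossum, and round spermatids 29.9% ± 6.88 and 6.62% ± 2.60 (SD, n = 3 per species). Leydig cells were 2.39% ± 1.90 and 16.0% ± 5.46, peritubular or stromal cells 2.91% ± 0.557 and 17.1% ± 10.3, endothelial cells 0.570% ± 0.40 and 1.73% ± 0.632, and immune cells 0.395% ± 0.335 and 5.28% ± 2.19. Spermatocytes (23.7% ± 5.70 and 19.9% ± 8.43, exact p = 0.6, adjusted 0.6) and elongating spermatids (18.4% ± 4.17 and 11.2% ± 5.13, exact p = 0.3, adjusted 0.338) overlapped between species. Sertoli cells did as well (5.07% ± 4.31 and 21.0% ± 18.0, exact p = 0.2, adjusted 0.257), with 39.4%, 20.04% and 3.55% in the 3 opossum libraries. The alternative that moved a share most was the minimum of 500 UMIs, under which elongating spermatids were 16.1% in mouse and 27.2% in opossum. With each library clustered alone, immune cells were 5.23% in mouse and 5.18% in opossum. Without opossum replicate 1, the difference in spermatocytes changed direction (0.356 points higher in opossum). All shares are of recovered cells past the UMI minimum.

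**Figure D1:**
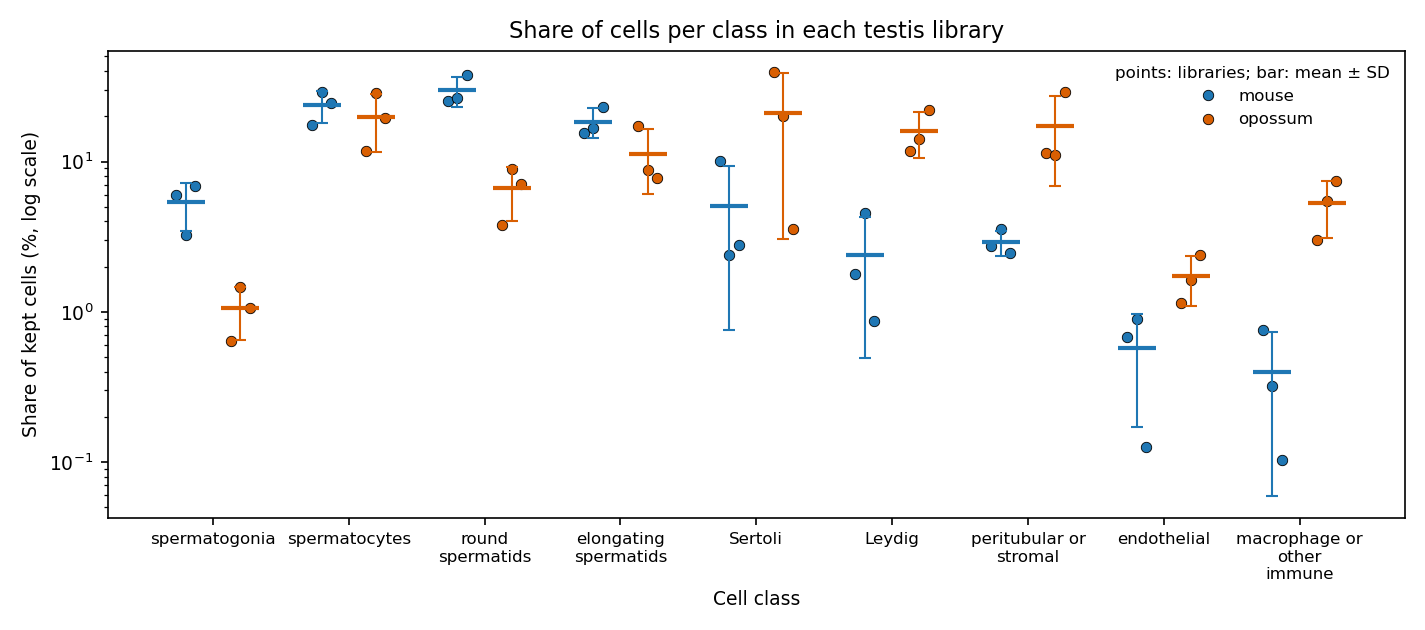
Percent of kept cells in each class (log axis), with 1 point per library and a bar and whisker at the mean ± SD of the 3 libraries of a species. Round spermatids average 29.9% in mouse and 6.62% in opossum.

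The second question was how similar expression was between species in each germ-cell class. The mean Spearman correlation over the 9 mouse-opossum library pairs was 0.398 ± 0.0761 (SD) in spermatogonia, 0.248 ± 0.0970 in spermatocytes, 0.128 ± 0.0465 in round spermatids and -0.00408 ± 0.0141 in elongating spermatids. The numbers of genes were 7012, 6678, 6002 and 3875. Genes are not independent replicates, pairs share libraries, and no test was made. The means of the 6 pairs within species were 0.903, 0.892, 0.881 and 0.867 in the same order, and the order of the classes held in 9 of 9 pairs. The order depended on the choice of genes. Over genes with at least 50 CPM in both species (2119, 1411, 985 and 416) the values were 0.261, 0.134, 0.163 and 0.389, with elongating spermatids highest. Over all matched genes with a UMI, an alternative chosen after seeing the data, they were 0.622, 0.528, 0.407 and 0.249. The means within species were 0.823, 0.795, 0.790 and 0.892 in the former and 0.920, 0.899, 0.862 and 0.749 in the latter.

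**Figure D2:**
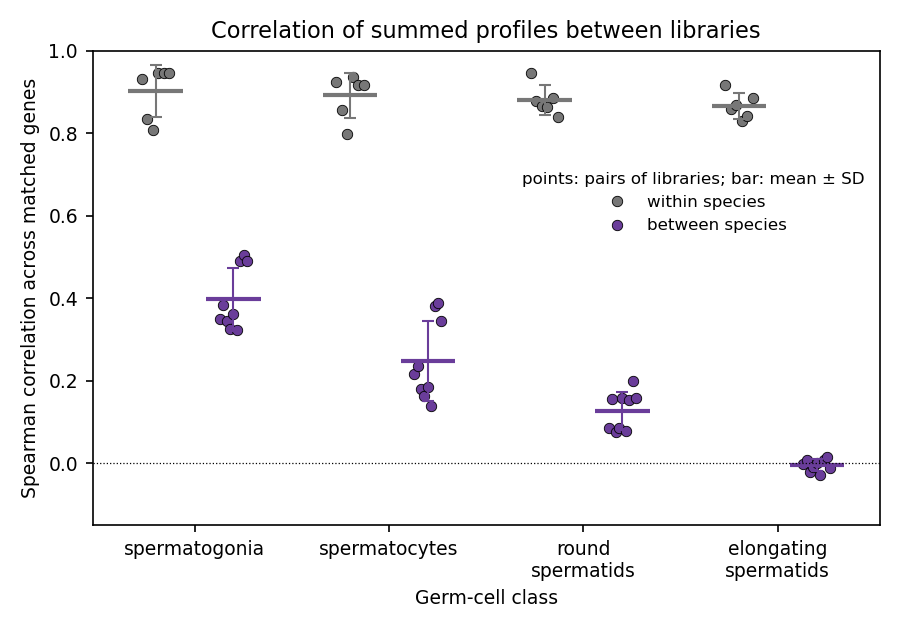
Spearman correlation across genes of log2(CPM + 1) for each germ-cell class, with 1 point per pair of libraries, between species (9 pairs) and within species (6 pairs); bars and whiskers are the mean ± SD. Between species the means fall from 0.398 in spermatogonia to -0.00408 in elongating spermatids over genes with at least 10 CPM in at least 1 species; over genes with at least 50 CPM in both, elongating spermatids are highest (0.389).

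Expression of single genes was compared between species in each class with edgeR. In spermatogonia 3835 of 6420 genes were called, 1690 higher and 2145 lower in opossum. In spermatocytes 5571 of 8426 were called (2819 higher and 2752 lower), in round spermatids 5396 of 7893 (2506 and 2890), and in elongating spermatids 4205 of 6155 (2359 and 1846). The alternative that moved a count most was rounding the counts up, chosen after seeing the data, with 5674 genes called in elongating spermatids. Of 4610 genes tested in all 4 classes, 1027 were called in every class, 747 of them with the same sign, and 193 in none. A direct comparison of species also carries differences in annotation and mapping. Across genes, which are not independent replicates, the species differences of neighbouring classes correlated with a rho of 0.593 (spermatogonia and spermatocytes), 0.724 (spermatocytes and round spermatids) and 0.734 (round and elongating spermatids). That of spermatogonia and elongating spermatids was 0.218. Differences between 2 libraries of the same species, computed likewise, had median rhos of 0.324, 0.263 and 0.159 for the neighbouring classes and 0.179 for spermatogonia and elongating spermatids, with highest values of 0.720, 0.697, 0.465 and 0.356.

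A further question was which genes change differently between species from one class to the next. A gene-specific effect of annotation or mapping that scales counts equally in both classes cancels in this comparison. One that leaves a gene almost without counts, or adds reads of other genes, need not cancel. From spermatogonia to spermatocytes, 4068 of 8325 genes were called by edgeR, 2479 with a higher and 1589 with a lower change in opossum. From spermatocytes to round spermatids, 3703 of 9037 were called (1633 and 2070), and from round to elongating spermatids 2553 of 8155 (1443 and 1110). With every library and class thinned to 297410 UMIs, a test chosen after seeing the data, 2710, 2082 and 1586 genes were called. Apart from this, the alternative that moved a count most, as a ratio, was leaving out opossum replicate 3, with 1683 genes for the last transition. Among those with all libraries it was each library clustered alone, with 2657 genes for the second transition. In the last transition the direction of the split depended on depth. With at least 2000 UMIs per cell 1000 genes were higher and 1971 lower, and the median difference of all genes went from 0.31 to -1.14. Leaving out the opossum cluster of low depth, an alternative chosen after seeing the data, gave 1206 higher and 1402 lower. That median was 0.21 with RLE factors and 0.10 in the DESeq2 test; the DESeq2 test moved the median of the second transition from -0.22 to -0.10. The changes of the 3 mouse and 3 opossum libraries did not overlap for 65.5%, 55.6% and 52.3% of genes, where chance gives 10%. Of the genes called, 2470, 2264 and 1827 had mean changes of opposite sign in the species. This count set no minimum size and tested neither change.

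From spermatogonia to spermatocytes, the largest negative differences included EMX2 (ENSMUSG00000043969, chromosome 19, 59446804 to 59453789 in GRCm39; ENSMODG00000009388, opossum chromosome 1, 92185293 to 92193607). It went from 1.24 ± 1.61 to 88.9 ± 42.5 CPM in mouse and from 24.3 ± 7.72 to 0.567 ± 0.664 CPM in opossum (SD, n = 3 per species; log2 difference -10.61, SE 0.965, edgeR adjusted p = 1.89e-05). DDIT4L (ENSMUSG00000046818, mouse chromosome 3, 137327282 to 137334229; ENSMODG00000020685, opossum chromosome 5, 50679915 to 50683707) went from 3.60 ± 3.45 to 299 ± 216 CPM in mouse and from 4.30 ± 2.76 to 0.168 ± 0.290 CPM in opossum (log2 difference -11.06, SE 1.13, adjusted p = 3.52e-05). MBNL1 (ENSMUSG00000027763, mouse chromosome 3, 60380102 to 60537183; ENSMODG00000015838, opossum chromosome 7, 249567777 to 249755342) went from 11.6 ± 7.79 to 0.833 ± 0.983 CPM in mouse. In opossum it had no UMI in spermatogonia and 103 ± 19.8 CPM in spermatocytes, and no fold is given. GPR161 and CPZ, also named by the rule, likewise had no UMI in opossum spermatogonia. The size of the DDIT4L difference is uncertain, since its opossum mean in spermatocytes was near 0. With a pseudocount of 0.5 CPM, its mean log2 change was 6.17 in mouse and -2.78 in opossum.

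From spermatocytes to round spermatids, MGLL (ENSMUSG00000033174, mouse chromosome 6, 88652108 to 88805342; ENSMODG00000007949, opossum chromosome 6, 252126539 to 252339213) fell from 398 ± 49.6 to 30.5 ± 10.9 CPM in mouse and rose from 2.63 ± 2.09 to 402 ± 81.6 CPM in opossum (SD, n = 3; log2 difference 11.02, SE 0.723, edgeR adjusted p = 1.78e-07). MAP7D2 (ENSMUSG00000041020, X in mouse, 158197438 to 158283103; ENSMODG00000008158, opossum chromosome 4, 48337499 to 48542838) fell from 31.2 ± 26.8 to 0.662 ± 0.342 CPM in mouse and rose from 9.70 ± 3.95 to 359 ± 212 CPM in opossum (log2 difference 10.36, SE 0.985, adjusted p = 1.29e-06). ORMDL3 (ENSMUSG00000038150, mouse chromosome 11, 98472081 to 98478194; ENSMODG00000012915, opossum chromosome 2, 197834846 to 197843148) rose from 4.22 ± 0.858 to 155 ± 56.6 CPM in mouse and fell from 14.5 ± 2.14 to 0.168 ± 0.291 CPM in opossum (log2 difference -10.64, SE 0.807, adjusted p = 3.22e-07). PKIA and SLC9A4, also called, had no UMI in opossum round spermatids. The size of the ORMDL3 difference is likewise uncertain, since its opossum mean in round spermatids was near 0. With a pseudocount of 0.5 CPM, its mean log2 change was 5.00 in mouse and -4.56 in opossum.

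From round to elongating spermatids, PKHD1L1 (ENSMUSG00000038725, mouse chromosome 15, 44320818 to 44464765; ENSMODG00000004891, opossum chromosome 3, 377351765 to 377598749) went from 8.55 ± 8.82 CPM to no UMI in mouse and from 145 ± 77.6 to 2453 ± 971 CPM in opossum (SD, n = 3 per species), and no fold is given. CSAD and OVOL1 had no UMI in mouse elongating spermatids, and THBS2 and DVL3 none in opossum elongating spermatids. THBS2 was not called without mouse replicate 2. OVOL1 was not called without opossum replicate 2, with counts rounded up or with at least 2000 UMIs per cell, and CSAD not with at least 2000 UMIs.

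The X chromosome is silenced in meiosis in male mice, and its share of UMIs was compared by class. It was 2.20% ± 0.161 (SD, n = 3) in mouse spermatogonia and 2.86% ± 0.111 in opossum, and 0.270% ± 0.110 and 0.858% ± 0.12 in spermatocytes, without overlap in both classes (exact p = 0.1, two-sided, adjusted over 9 classes 0.129). In round spermatids it was 1.15% ± 0.0458 and 0.933% ± 0.219 (exact p = 0.4, adjusted 0.45). The log2 ratio of spermatocytes over spermatogonia was -3.10 ± 0.464 in mouse and -1.74 ± 0.179 in opossum (exact p = 0.1, adjusted over 3 ratios 0.15). That of round spermatids over spermatocytes was 2.17 ± 0.517 and 0.11 ± 0.485 (exact p = 0.1, adjusted 0.15). With a Leiden resolution of 2, the spermatocyte shares were 0.261% and 0.438% (exact p = 0.2). In Sertoli cells the share was 3.22% ± 0.942 and 6.24% ± 1.26 (exact p = 0.1). There 34.5% of the opossum X-linked UMIs came from the unnamed ENSMODG00000031059 (X, 69322096 to 69327744); without the 2 most abundant X-linked genes of each species, an alternative chosen after seeing the data, the shares were 2.83% and 3.74% and overlapped (exact p = 0.2). In Leydig cells it was 3.24% ± 0.109 and 3.35% ± 0.316 (exact p = 0.7). In peritubular or stromal (3.43% ± 0.142 and 2.06% ± 0.0985), endothelial (3.06% ± 0.719 and 1.72% ± 0.122) and immune cells (3.02% ± 1.19 and 1.42% ± 0.117) it was lower in opossum, without overlap (exact p = 0.1 each). Mouse replicate 3 had only 11 endothelial and 9 immune cells, and without it the mouse means were 3.47% and 3.52% (exact p = 0.2 each). Tmsb4x made up 27.9% and 39.2% of the mouse X-linked UMIs in endothelial and immune cells. Over genes X-linked in both species the shares were 0.915% and 1.01% in endothelial and 0.778% and 1.11% in immune cells, with overlap and higher in opossum. The immune shares also overlapped with at least 2000 UMIs per cell and with each library clustered alone, and the Sertoli shares with at least 2000 UMIs and over genes X-linked in both species.

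In elongating spermatids the X-linked share was 1.64% ± 0.188 in mouse and 3.17% ± 1.2 in opossum (SD, n = 3, exact p = 0.1, adjusted 0.129). The log2 ratio over round spermatids was 0.50 ± 0.219 and 1.71 ± 0.919, with overlap (exact p = 0.2). Of the opossum X-linked UMIs in this class, 33.9% came from ENSMODG00000030245 (X, 73656233 to 73778508) and 30.7% from ENSMODG00000037501 (X, 31023574 to 31025210), which are unnamed in the files and were singled out after their values had been seen. Without the 2 most abundant X-linked genes of each species the share was 1.34% in mouse and 1.12% in opossum (exact p = 0.3). Over genes X-linked in both species it was 0.598% and 0.639% (exact p = 0.8), and with at least 2000 UMIs per cell 1.65% and 1.72% (exact p = 0.7).

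**Figure D3:**
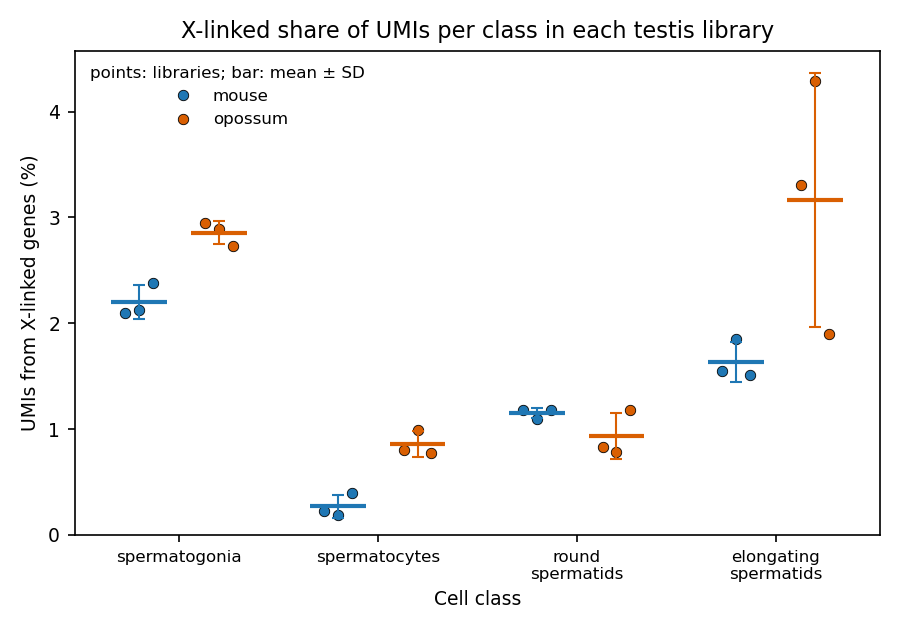
Percent of UMIs from X-linked genes in each germ-cell class, with 1 point per library and a bar and whisker at the mean ± SD of the 3 libraries of a species. Spermatocytes hold 0.270% in mouse and 0.858% in opossum; the higher mean of opossum elongating spermatids is not seen without the 2 most abundant X-linked genes.

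Bulk libraries of opossum testes were compared between successive ages with limma, to follow the first appearance of germ-cell transcripts. Between 1 and 2 months, 2142 of 19300 genes were called, 1394 higher and 748 lower at 2 months. Between 2 and 3 months 4440 were called (2888 and 1552), and between 1 month and adult 8647 (5680 and 2967). Between 3 and 4 months 0 genes were called by limma, with 1686 at an unadjusted p under 0.05; no other tool was run. Between 4 months and adult 5 were called, all higher in adults, with 1836 at an unadjusted p under 0.05. The alternative that moved the counts most was leaving out 1 library. Without replicate 1 of 2 months, its only polyA library, 141 genes were called between 2 and 3 months and 1043 between 1 and 2 months. Between 1 and 2 months 582 were called without replicate 2 and 608 without replicate 1 of 1 month; between 1 month and adult the counts were 5438 and 5515. Without replicate 2 of 4 months, 33 genes were called between 3 and 4 months and 61 between 4 months and adult (25 higher and 36 lower in adults), and 28 of the latter comparison were called without adult replicate 1. Preparation is largely confounded with the age of 2 months: without a preparation term 5156 genes were called between 1 and 2 months, and 5108 between 2 and 3 months, 4422 higher and 686 lower, with 72.2% of the genes called above keeping direction and size. In the 4 depleted libraries the leading gene, a Metazoa_SRP RNA, took between 15.4% and 22.2% of TPM. The 10 leading genes took between 39.8% and 52.8% there and between 6.09% and 34.7% in polyA libraries. TPM is a share, so this lowers the values of the other genes in depleted libraries. Scaling moved the split. With quantile normalization 890 genes were higher and 1237 lower between 1 and 2 months, 2547 and 3747 between 2 and 3 months, and 3507 and 5137 between 1 month and adult. The median change of all genes went from 0.39 to -0.01, from 0.24 to -0.23, and from 0.59 to -0.12. TMM factors gave 1315 and 1654, 3041 and 2220, and 5115 and 4387, with medians of 0.11, 0.08 and 0.34; FPKM gave medians of 0.22, 0.02 and 0.36, and a split of 2523 and 2489 between 2 and 3 months. Between 3 and 4 months the median of -0.22 became 0.01 with quantile normalization, -0.08 with TMM and -0.04 with FPKM.

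Between 2 and 3 months, PRM1 (ENSMODG00000005135, chromosome 6, 110070341 to 110070867; the build is not stated) rose from 2.47 ± 3.59 to 2129 ± 1108 TPM (SD, n = 4 and 4; log2 change 9.58, SE 0.780, limma adjusted p = 1.92e-06). TNP1 (ENSMODG00000024866, chromosome 7, 176237474 to 176238373) rose from 0.464 ± 0.576 to 368 ± 179 TPM (log2 change 8.13, SE 0.807, adjusted p = 6.67e-06), and ABHD16B (ENSMODG00000023272, chromosome 1, 472961034 to 472962467) from 0.106 ± 0.135 to 288 ± 170 TPM (log2 change 7.94, SE 0.505, adjusted p = 1.42e-07). EPYC (ENSMODG00000009682, chromosome 8, 67201113 to 67235560) fell from 88.0 ± 122 to 0.0541 ± 0.108 TPM (log2 change -6.38, SE 0.846, adjusted p = 1.28e-04) and was not called without replicate 1 of 2 months. Between 1 and 2 months, SERPINB2 (ENSMODG00000005456, chromosome 3, 144055053 to 144163547) fell from 1100 ± 237 to 1.75 ± 2.19 TPM (n = 2 and 4; log2 change -8.15, SE 0.510, adjusted p = 9.93e-09). VSTM2A (ENSMODG00000009103, chromosome 6, 262093638 to 262127520) fell from 208 ± 86.1 to 0.530 ± 0.329 TPM (log2 change -6.94, SE 0.411, adjusted p = 4.83e-09). The other genes named by the rule were mdo-mir-16b, PGPEP1 and HMGB4, which rose, and ATF3, which fell between 1 and 2 months, and FBLN1 and the carboxypeptidase M gene, which fell between 2 and 3 months. ATF3 was not called without any 1 of the libraries of 1 month or without replicate 1 of 2 months, and the carboxypeptidase M gene not without the latter. In adults PRM1 reached 10681 ± 4444 TPM (n = 7) against 0.370 ± 0.0523 at 1 month (n = 2), and ABHD16B 1397 ± 497 TPM, while it was listed at 0 at 1 month; HMGB4 rose and CPE, SERPINB2 and EPYC fell between the same ages. Of the 5 genes called between 4 months and adult, only U6 (ENSMODG00000027237, chromosome 1, 559896280 to 559896381) carried a name; it rose from 0.146 ± 0.184 (n = 3) to 4.90 ± 1.06 TPM (n = 7; log2 change 2.51, SE 0.426, adjusted p = 0.0484). That call was lost under most alternatives, among them leaving out replicate 1 or 3 of 4 months or any 1 of adult replicates 3 to 7. ENSMODG00000031153, without a symbol in the files, had the largest change (log2 3.09, adjusted p = 7.63e-04) and, like the others outside the naming rule, was chosen after its values were seen.

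Of 104 marker genes tested between 1 month and adult, 60 were called over all genes and 61 when adjusted over the list alone. The mean log2 change of the lists, tested by fry, was 2.63 for spermatocytes (18 of 19 genes rising, adjusted p = 5.08e-04), 5.18 for round spermatids (11 of 11, 6.63e-07) and 8.15 for elongating spermatids (12 of 12, 3.35e-08). It was 1.21 for Leydig cells (5 of 7, 0.00855) and -1.50 for peritubular or stromal cells (2 of 13 rising, 0.0422). Spermatogonia (0.43, adjusted p = 0.818), Sertoli (-0.07, 0.341), endothelial (-0.97, 0.438) and immune cells (1.04, 0.341) were not called. The Leydig call was lost under camera (0.352) and without replicate 2 of 1 month (0.0780). The peritubular or stromal call was lost without either replicate of 1 month (0.195 and 0.116), without adult replicate 1 (0.136) and without adult replicate 6 (0.0557). Over all alternatives the adjusted p ranged from 0.00331 to 0.352 for Leydig and from 0.00478 to 0.195 for peritubular or stromal cells. All other calls held under camera. The alternative that moved a list most in sign was quantile normalization, under which the spermatogonial mean was -0.28 (adjusted p = 0.0112, in a range of 0.0112 to 0.993 over the alternatives). Mean, median and test had the same sign for each list.

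The class-enriched sets had 91, 67, 61 and 95 tested genes for spermatogonia, spermatocytes, round and elongating spermatids. The elongating-spermatid set had a mean log2(TPM + 1) of 0.510 ± 0.0231 (SD, n = 2) at 1 month, 0.704 ± 0.274 (n = 4) at 2 months, 4.55 ± 0.433 (n = 4) at 3 months, 4.96 ± 0.774 (n = 3) at 4 months and 5.44 ± 0.703 (n = 7) in adults. Between 2 and 3 months the mean change was 3.49 for this set (93 of 95 genes rising, fry adjusted p = 2.25e-04), 1.83 for round spermatids (60 of 61, 2.93e-04), 1.46 for spermatocytes (65 of 67, 0.0120) and -0.81 for spermatogonia (15 of 91 rising, 0.0182). Between 1 and 2 months the spermatogonial set rose by 0.92 (71 of 91, 0.0314), while spermatocytes (0.63, 0.299), round spermatids (0.17, 0.715) and elongating spermatids (0.54, 0.451) were not called. No set was called by fry between 3 and 4 months, where the lowest adjusted p was 0.0554 for round spermatids, or between 4 months and adult, where it was 0.137. Camera called the 4 sets between 3 and 4 months and 3 sets between 4 months and adult, none of which held under fry. Without replicate 1 of 2 months, the spermatocyte (0.194) and spermatogonial (0.126) calls between 2 and 3 months and the spermatogonial call between 1 and 2 months (0.126) were lost. The last was also lost without either replicate of 1 month (0.125 and 0.0670). Leaving out adult replicate 1 gave a call for round spermatids between 4 months and adult (0.00622), and leaving out replicate 4 of 3 months gave one between 3 and 4 months (0.0362). Over all alternatives the adjusted p of the spermatogonial set ranged from 3.90e-04 to 0.557 between 1 and 2 months and from 1.04e-11 to 0.219 between 2 and 3 months. That of the spermatocyte set ranged from 8.07e-08 to 0.194 between 2 and 3 months, and that of the round-spermatid set from 1.95e-08 to 0.246 between 3 and 4 months and from 3.67e-10 to 0.404 between 4 months and adult.

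**Figure D4:**
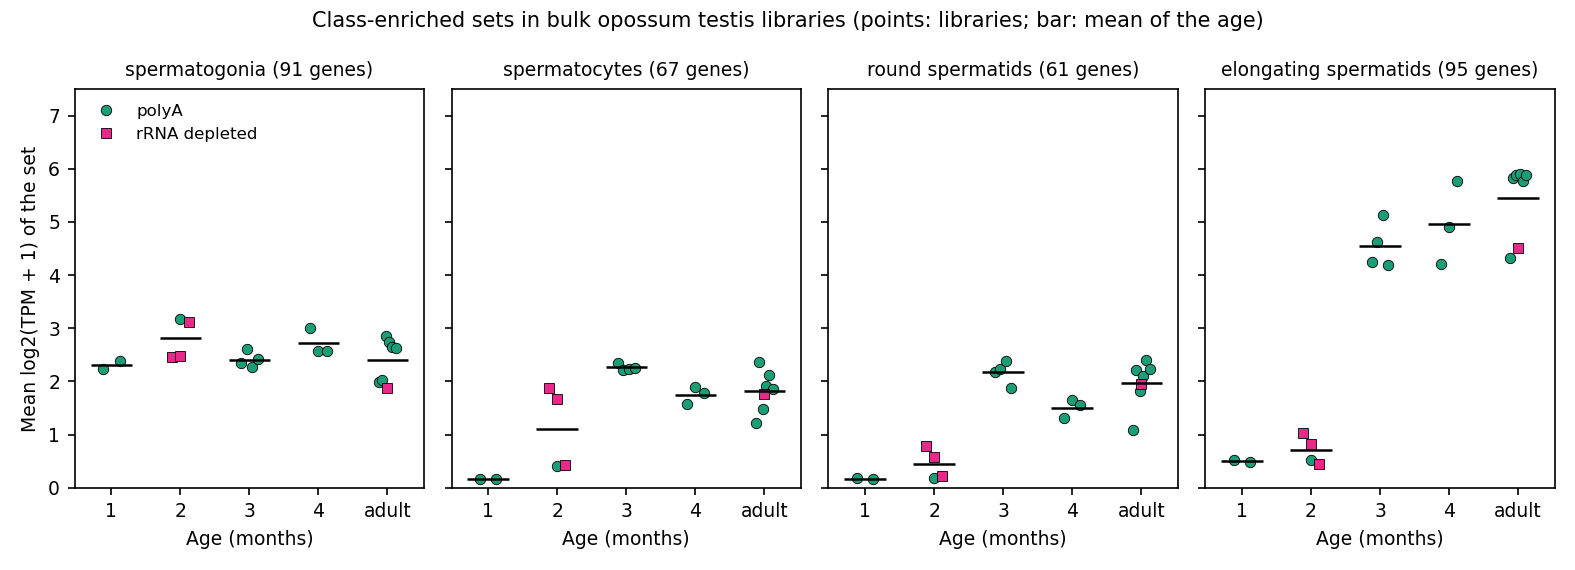
Mean log2(TPM + 1) of the class-enriched sets in each bulk library by age, with 1 point per library, the preparation marked and a bar at the mean of each age. The elongating-spermatid set rises from 0.704 at 2 months to 4.55 at 3 months.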

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

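The tests of depth, of the low-depth cluster and of the 2 bulk libraries below were chosen only after the results were seen.

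The change between successive germ-cell classes differed between mouse and opossum for 4068 genes from spermatogonia to spermatocytes, 3703 from spermatocytes to round spermatids and 2553 from round to elongating spermatids, each by a test of the difference itself. An effect of annotation or mapping that scales the counts of a gene by the same factor in every class cancels in this test. These 4068 genes argue against such an effect as the whole cause of the differences between species. Reads lost until a gene is almost without counts, or reads added from a paralog, need not cancel and were not tested. A difference in summed UMIs was tested by thinning every library and class to 297410 UMIs. At this equal number 2710, 2082 and 1586 genes were called, fewer than before, which argues against unequal sums as the whole cause. Random thinning leaves the expected ratios between libraries as they are, so that an effect of depth per cell stays open. A thinning routine used before, with 8.46 times the variance expected of sampling, had left 74, 0 and 218 calls and was replaced after that outcome had been seen. RNA from other cells in the low-depth cluster of opossum elongating spermatids, which came mostly from replicate 1, was tested by leaving this cluster out. Of the genes called from round to elongating spermatids, 96.2% kept direction and size without it, which argues against it as the whole cause for these genes, but the split turned from 1443 higher and 1110 lower to 1206 and 1402. Chance cannot be excluded by regrouping for any of the 3 transitions, or for the species differences in the 4 classes. In each of these 7 comparisons 1 of 10 splits of the 6 libraries, the real one, gave as many genes, and 3 libraries against 3 allow no smaller share. The next largest count was 0 in each.

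Also open for the transitions is an annotation of 3-prime ends that differs in its completeness between classes. So are free RNA, a cell class that covers different stages in the 2 species, and a biological difference between the species. None of these was tested. With at least 2000 UMIs per cell the split from round to elongating spermatids turned from mostly higher to mostly lower (1000 and 1971 of 2971 genes), so the direction of this split may depend on which cells are kept.

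Adult bulk replicate 1 had 39.9% of its TPM on mitochondrial genes, while the other 6 adult libraries had between 5.90% and 11.8%. Its gap to the nearest library was larger than the critical value for 7 libraries. Replicate 1 of 3 months had 5.29 aligned gigabases against 3.79 to 3.94 in the other 3. In all 54 such tests were made, over 18 measures in 3 ages, and chance gives 1 in 20, or 2.7, where 2 were found.

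Library preparation was tested as a cause of the mitochondrial share: the labels give polyA selection for this library, and the other polyA libraries of adults reached 11.8% at most, which argues against it. A mislabelled sample of 1 or 2 months would have little elongating-spermatid RNA, but the mean log2(TPM + 1) of that marker list was 6.42 in this library, above the highest value of 2.30 at 2 months. RNA quality or the state of the tissue could have raised the share. Neither was tested, and no biological explanation was tested. For the aligned gigabases of replicate 1 of 3 months, a mislabelled sample was tested by its correlation with the other libraries of 3 months, across genes, which are not independent replicates; the lowest was 0.982 and the highest with another age 0.967, which argues against it. No biological explanation was tested.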

How the results depend on the processing

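The alternatives with counts rounded up, low-depth opossum clusters left out, all matched genes, the 2 most abundant X-linked genes left out, and a mitochondrial limit were chosen after seeing the data. Where a value below changed, the cause was not tested unless stated.

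Within 1.5 times of their count were all 76 alternative values for genes differing between species and 59 of 60 for genes differing by transition; leaving out opossum replicate 3 gave 1683 from round to elongating spermatids, in a range of 1683 to 2495, against 2553 with all libraries. Of 112 alternative values for X-linked shares in germ cells and their ratios 111 kept their direction. With the 2 most abundant X-linked genes left out the difference in elongating spermatids was -0.218 points. Of 126 values for the class shares 121 kept their direction. With at least 500 UMIs the opossum-minus-mouse difference was 1.5 points in spermatocytes and 11.1 in elongating spermatids, with counts rounded up 10.3 in elongating spermatids, and with each library clustered alone -0.0480 in immune cells. Leaving out 1 library gave -8.07 to 0.356 in spermatocytes. Exact tests of 3 against 3 cannot pass 0.05, so they say nothing about stability.

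The species correlation of elongating spermatids, -0.00408, moved by more than its spread to 0.0526 (Pearson), -0.0931 (at least 2000 UMIs), 0.0805 (at least 500 UMIs), 0.135 (counts rounded up), 0.0117 (doublets kept), 0.0515 (each library clustered alone) and -0.0827 (low-depth cluster left out). Leaving out 1 library gave -0.0532 to 0.00556. Over genes with at least 50 CPM in both species it was 0.389, and 0.261 in spermatogonia and 0.134 in spermatocytes. Over all matched genes the values were 0.622, 0.528, 0.407 and 0.249 from spermatogonia to elongating spermatids. Of 72 values, 57 moved by less than the spread.

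In the bulk comparisons, counts between 1 and 2 months (2142) were 5156 without a preparation term, 1074 with polyA libraries only and 1006 with the replicate number as a block; leaving out 1 library gave 582 to 2287. Between 2 and 3 months (4440) the replicate block gave 2804 and leaving out 1 library 141 to 4708. Between 1 month and adult (8647) leaving out 1 library gave 5438 to 9926. Between 3 and 4 months (0) the counts were 5 with FPKM, 4 with TMM factors, 4 with quantile normalization, 6 without a filter and 8 with a pseudocount of 0.1, and 1 to 33 when 1 library was left out. Between 4 months and adult (5) they were 8 with FPKM, 18 with TMM factors, 1 with quantile normalization, 2 without a filter, 1 at a mean TPM of at least 5, 3 with polyA libraries only, 2 without a preparation term, 2 without a trend, 0 with the replicate block, and 2 to 61 when 1 library was left out. The other 55 of 95 values were within 1.5 times. With polyA libraries only, or without a replicate of 1 month, 1 library is left in an age and is assumed to vary like the other groups. The 3 depleted libraries left at 2 months without replicate 1 rest on adult replicate 2 for the preparation term.

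The set changes between 1 and 2 months in spermatogonia (0.92) were past the threshold with all libraries and not with 50 genes (0.83), no preparation term (0.51), polyA libraries only (0.89), quantile normalization (0.36), the replicate block (0.80), or some libraries left out (0.84 to 0.99). With quantile normalization round spermatids were -0.19 and elongating spermatids -0.0046. Between 2 and 3 months spermatogonia (-0.81) were not past it without a preparation term (-0.40) or with polyA libraries only (-0.79), and ranged from -0.88 to -0.73 with 1 library left out; spermatocytes (1.46) were not with quantile normalization (0.93), and ranged from 0.88 to 1.59. Between 3 and 4 months camera called spermatogonia (0.31), spermatocytes (-0.51), round (-0.67) and elongating spermatids (0.42); round spermatids were also called without a filter (-0.47) and with the replicate block (-0.72), in a range of -0.77 to -0.57. Between 4 months and adult camera called spermatogonia (-0.25), round (0.45) and elongating spermatids (0.55), and round spermatids were called without a filter (0.35), in a range of 0.35 to 0.61. Spermatocytes (0.02) were -0.0064 with the replicate block and ranged from -0.10 to 0.12. In all 219 of 252 values kept direction and call. Camera presets the correlation between genes, which makes its p-values small for sets whose genes vary together.

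Of the marker lists, quantile normalization gave -0.28 in spermatogonia, lost the Leydig call (0.52), and added calls for Sertoli (-0.83) and endothelial cells (-1.90). Sertoli cells were also called without a filter (-0.12) and ranged from -0.19 to 0.17 with 1 library left out. Leydig cells were not called by camera (1.21) and ranged from 1.06 to 1.34. Peritubular or stromal cells were not called with polyA libraries only (-1.57), a pseudocount of 0.1 (-1.49) or the replicate block (-1.86), and ranged from -1.66 to -1.22. In all 126 of 144 values kept direction and call. Of 677 values for named genes 650 kept direction and call, 27 lost the call, and 0 changed direction.

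The medians gave no sign that replicate numbers pair the samples. Deviations of libraries with the same number in different ages correlated across genes with a median of 4.58e-04 over 29 pairs, against 0.00500 over 124 other pairs. Single pairs ranged from -0.285 to 0.672 with the same number and from -0.767 to 0.573 with other numbers. Deviations within an age cancel in sum, which draws the medians together, so a pairing of some libraries is not excluded. Whether calls lost under the replicate block are weaker effects stays open. With the replicate block, 3892, 5450, 5428 and 4010 genes differed between species in the 4 classes. On simulated data with 200 genes changed by 2 on the log2 scale and the dispersions of these libraries, 3.5% were recovered in the transition to elongating spermatids; the part of depth in this was not tested. With every library and class thinned to 297410 UMIs, 2710, 2082 and 1586 genes were called in the 3 transitions, of 6450, 6034 and 4868 tested, against 4068, 3703 and 2553 of 8325, 9037 and 8155.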

Other observations

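The tests of the abundant X-linked genes, of the filter behind the correlation and of the genes with the same sign were chosen only after the result was seen.

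The higher X-linked share of opossum elongating spermatids may rest on a few genes. Leaving out the 2 most abundant X-linked genes of each species turned the difference from 1.53 to -0.218 points, and both leading opossum genes are unnamed. The other settings that removed the difference were genes X-linked in both species (0.0416) and at least 2000 UMIs per cell (0.0695). Whether these genes share reads with paralogs was not tested.

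The fall of the species correlation from spermatogonia to elongating spermatids could come in part from a filter that takes genes high in only 1 species. Over genes with at least 50 CPM in both species elongating spermatids were highest, at 0.389, but on 416 genes against 2119 in spermatogonia. Over all matched genes, which takes no such genes preferentially, the order was kept (0.249 in elongating spermatids). There the mean within species fell too, from 0.920 in spermatogonia to 0.749 in elongating spermatids. The order therefore depends on the choice of genes, and a biological reading stays open and untested.

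Of the genes tested in all 4 germ-cell classes 747 differed between species with the same sign in every class. Differences in annotation or mapping that are the same in every class and a species difference in all classes cannot be told apart here, since both predict this.

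Library preparation was tested as a cause of the bulk changes around 2 months. Among polyA libraries only, 98.6% of the genes called between 2 and 3 months and 98.0% of those called between 1 and 2 months kept direction and size. These shares decide little, since the genes were called in a fit that has a preparation term and leans on the same single polyA library of 2 months. Of the 4440 and 2142 genes, 3626 and 1023 were still called among polyA libraries. Without that library 141 genes were called between 2 and 3 months and 1043 between 1 and 2 months. For the genes called, preparation and age cannot be told apart around 2 months, because 1 polyA library is all that separates them there. The elongating-spermatid set is an exception between 2 and 3 months. Its mean log2(TPM + 1) was 0.521 in the polyA library of 2 months and 4.19 to 5.13 in the polyA libraries of 3 months. Among depleted libraries it was 0.442 to 1.04 at 2 months and 4.51 in adult replicate 2. These values argue against preparation as the whole cause of this set's rise, although each comparison has 1 library on one side.

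Other splits of the bulk libraries were counted. Between 2 and 3 months 1 of 35 splits, the real one, gave as many genes, and likewise 1 of 35 for the summed set changes. The real split also follows preparation in part. Only 5 splits kept the depleted libraries together, of which the real one alone was as large, and 5 allow no share under 0.2, so that chance cannot be excluded by regrouping here. For the summed set changes between 3 and 4 months it can be excluded by this count taken alone (1 of 35, not adjusted over the 6 counts), although no set passed its threshold under fry. It cannot be excluded for the genes between 4 months and adult (13 of 100) or for the sets of that comparison (36 of 100). Between 3 and 4 months 0 genes were called by limma (1686 at an unadjusted p under 0.05), so that each of the 35 splits, 35 of 35, gave as many by construction, which says nothing about chance. Other splits of the libraries of 4 months and adults gave up to 6642 genes, with 5486, 4569, 3594 and 1598 in the next largest. Each library of 4 months correlated most, across genes, with a library of another age. For replicate 3 this was adult replicate 3 (0.918, against 0.777 to 0.845 within its age). Replicates 1 and 2 were closest to libraries of 3 months (0.944 and 0.976, against at most 0.933 within their age).

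The libraries of 4 months and adults varied in how their expression deviated with gene span. The Spearman correlation across genes, which are not independent replicates, of the deviation with the span was -0.119 in replicate 3 of 4 months, -0.174 in adult replicate 1, -0.0892 in adult replicate 3 and -0.0588 in adult replicate 2; the other 6 libraries lay between 0.00408 and 0.225.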
